A study of Caulobacter vibrioides NA1000 with 6 samples. Its data were reported in "The conserved transcriptional regulator CdnL is required for metabolic homeostasis and morphogenesis in Caulobacter" (2020).

How the data were processed

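Total RNA of 3 WT and 3 dcdnL cultures was compared, with each culture on 1 array of a NimbleGen custom chip that holds several arrays per slide. Per the study's methods, RNA was extracted from cultures in peptone yeast extract medium, made into double-stranded cDNA, labelled (with Cy3 per the sample labels) and scanned, so that transcripts from the opposite strands of a gene cannot be told apart. The authors deposited log2 expression values per gene, background-corrected, normalized between arrays and summarised over probes by the RMA algorithm of NimbleScan, whose version is not stated. Per the file headers each gene has 18 probe entries, and beside each log2 value the authors deposited a standard error of the summary, a score that entered no test. The labels describe fewer probes per gene with repeats, which was not settled. A value table of the series holds the same log2 values, with a largest difference of 0.0. Array positions given in the files place the WT samples on 1 slide and the dcdnL samples on another, 2 slides in all. The study's methods count 3 chips of 4 arrays, a difference that was not settled.

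The files hold 3932 genes and 1 set of 2858 probe entries of random sequence, which served as the background level. Locus tags matched the reference gene table for 3818 genes and did not for 114, and a symbol was taken from either source for 816. Coordinates are those of the array files, on the NA1000 genome. A gene whose 3 values in a strain all lay at or under the random control of the same array was given only as a bound: the mean of the brighter strain over the mean, per array, of the higher of the control and the gene's own value.

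The strains were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no trend, not robust, no covariate, two-sided) on the deposited values of all 6 arrays, with Benjamini-Hochberg adjustment over all genes at 0.05 and, for a second count, a log2 change of at least 1. The prior had 3.81 degrees of freedom beside 4 residual ones. Signs are dcdnL minus WT, and each SE is limma's moderated one. The study's SAM test was rewritten, with a fudge factor of 0.117, the 10 distinct splits and a nominal false discovery rate of 0.05, because its package was not used here. Its false calls were estimated from the splits other than the real one, each of which mixes the strains. Fixed lists, 41 in all, were drawn from annotation, the study's text and its list of genes near CdnL peaks; 37 had at least 5 measured members and were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry as alternatives, adjusted over these lists. Of the 406 identifiers of the peak list 370 had a single match. Their share of changed genes was compared with that of all other genes by a two-sided Fisher's exact test. Distance from the replication origin was compared with log2 change by Spearman's rho with a two-sided p from circular shifts of the gene order, and its slope by a bootstrap of 10000 resamples of blocks of 100000 bp, on a genome length of 4042684 bp. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 made the tables and plots.

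Most genes named in the text follow a rule fixed before the data were examined: cdnL, the 10 largest rises and 10 largest falls among genes past the threshold whose groups do not overlap, up to 3 members of each list with the smallest adjusted p, and genes the study names, 137 in all. The ends of plotted or described stretches, the 5 genes of the 50 kb block that fell and the genes vapB and vapC were named after results were seen. The tests were tried on simulated data for 3932 genes with 50 changed genes per size. limma recovered 10% of changes of 0.5, 76% of changes of 1 and 100% of changes of 2 and of 4 on the log2 scale, with 5 false calls, and camera found 5 of 5 shifted lists and 0 of 35 others. The simulated genes varied independently and few of them changed. In the real data 67.0% of genes passed and a list's estimated correlation reached 0.907, so the trial does not give the error rates of these arrays. Alternatives fixed in advance were the replicate number as a block, each array left out in turn, quantile normalization again, median centring, the dimmest genes left out (2949 kept), an offset of 50, a trended and robust variance model, array weights, the series value table, SAM, a limma test against a 2-fold change and the other set tests. After seeing the data, a filter on genes above the random control and a scaling of all arrays to an equal random-control level were added. No sample was left out.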

Results

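RNA from Caulobacter crescentus NA1000 (WT) and from a strain lacking cdnL (dcdnL) was hybridised to single-colour expression arrays, with 3 separate cultures per strain and 1 array per culture. CdnL is a CarD-like protein that associates with RNA polymerase. The arrays report 3932 genes as log2 values, with medians between 10.14 and 10.31 over the 6 arrays. Probes of random sequence, which should match no transcript, gave 7.42 ± 0.08 in WT and 6.79 ± 0.11 in dcdnL (SD, n = 3 each), and 166 to 200 genes per WT array lay under that level against 9 to 41 per dcdnL array. The first principal component held 90.3% of the variance and separated the strains. By the array positions in the files the WT arrays share 1 slide and the dcdnL arrays another, so slide and genotype cannot be told apart in any value given here. The number of arrays limits the precision.

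The deleted gene was examined first, as a check of the labels. Expression of cdnL (CCNA_00690, minus strand of the chromosome, positions 747704 to 748261) was 15.20 ± 0.11 in WT and 6.53 ± 0.15 in dcdnL (SD, n = 3 each). All 3 dcdnL arrays read cdnL below the random control, so the fall is given only as a bound, at least 341-fold lower in dcdnL (limma adjusted p = 2.5e-08).

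**Figure D1:**
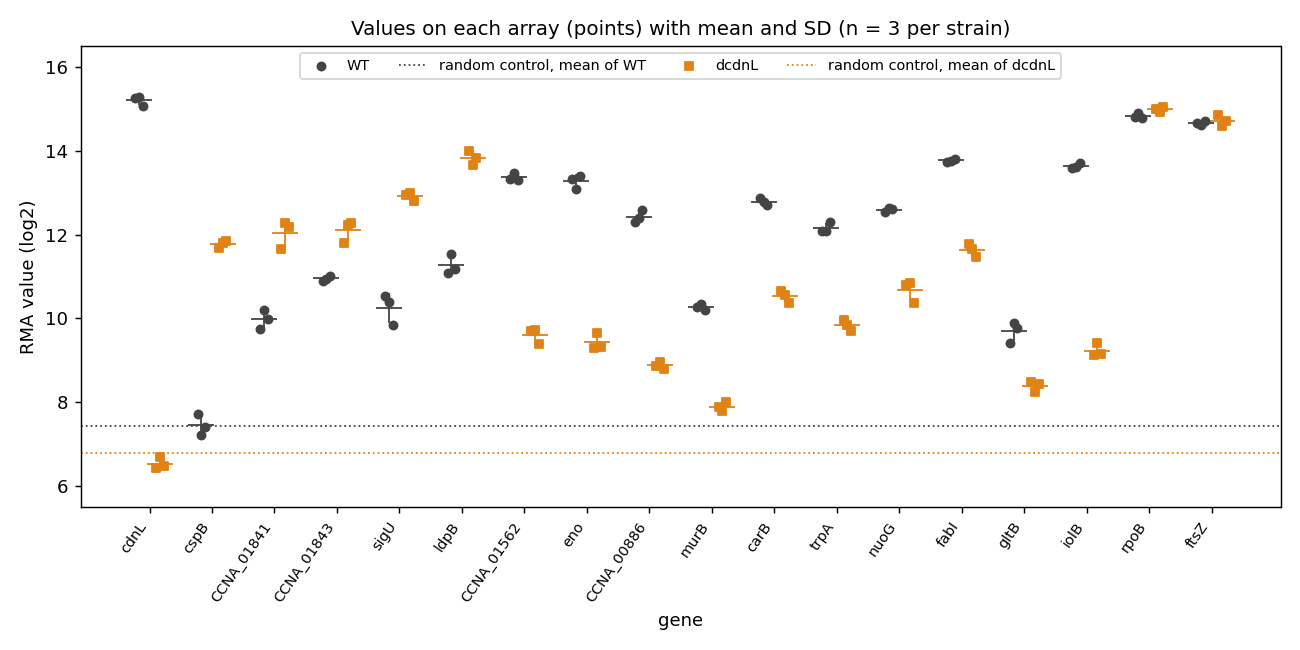
RMA values on a log2 axis for 18 genes named in the report, with 3 WT arrays as circles and 3 dcdnL arrays as squares; crossbars give the mean, vertical lines the SD and dotted lines the mean random-control level of each strain. The cdnL values fall from 15.20 in WT to 6.53 in dcdnL, under the random control, whereas rpoB (0.16) and ftsZ (0.06) did not pass the test with the deposited values.

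The main comparison asks which transcripts differ in level when cdnL is absent. Many genes of central carbon metabolism, amino acid and nucleotide synthesis, NADH dehydrogenase and cell wall precursor synthesis were lower in dcdnL, while all 4 cold shock genes, 12 of 19 genes in the sigma factor list, 12 of 16 transposase genes and 40 of 52 genes in a chromosomal block near position 2932755 (the start of CCNA_02773) were higher. The camera calls of gene lists given below were all lost when camera estimated the correlation between genes, a setting that raised p even for lists with an estimate below the preset one. Apart from cdnL, the largest falls were in iolB (-4.40, SE 0.13) and iolE (-4.25, SE 0.14), both for inositol catabolism, and in the catalase gene CCNA_00591 (-4.24, SE 0.15). The inositol gene iolA (-3.98), the enolase gene eno (-3.84) and CCNA_00974, annotated as an OAR protein (-3.50), were also among the 10 largest falls. Large rises were those of the transposase gene CCNA_01837 (5.10, SE 0.19), the capsule polysaccharide gene CCNA_02116 (5.01, SE 0.28), CCNA_02764 of unknown function (4.93, SE 0.21) and the LexA-like repressor gene CCNA_00080 (4.80, SE 0.30). Further large rises were in genes of unknown function, CCNA_00298 (4.75), CCNA_02819 (4.75), CCNA_02781 (4.59) and CCNA_00697 (4.59). CCNA_00702, with a WT level of 7.02 ± 0.04, and CCNA_02778, both of unknown function, lie under the random control in WT and have only bounds, at least 27.1-fold and at least 19.7-fold higher, which cannot be ranked among the others. CCNA_00697, CCNA_00702 and the cold shock gene cspB lie near the deleted cdnL, starting at positions 756955, 761923 and 761611. CCNA_02778, CCNA_02781 and CCNA_02819 lie in the chromosomal block named above, and CCNA_02764 lies to its left. Whether these places bear on the rises was not tested.

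With limma, 2636 of the 3932 genes (67.0%) passed an adjusted p of 0.05, 1174 higher and 1462 lower in dcdnL. Of these, 1420 differed at least 2-fold, 731 higher and 689 lower. A rewritten SAM statistic, the kind of test the study used, called 3226 genes, and a limma test against a 2-fold change called 751. The SAM false calls were estimated from the other groupings of the arrays, which mix the strains. Its false discovery rate of 0.05 is therefore only nominal, and its count may be too high. The strains' values did not overlap for 2882 genes (73.3%), where chance gives 10%. The split depends on the scale: with every array set to an equal random-control level (control scaling from here on, an alternative chosen after seeing the data), the median change of all genes moved by 0.63 and the calls became 2002 higher and 588 lower. Directions given here are relative to the authors' scaling, in which the median change was -0.14. Other groupings of the 6 arrays called 0 genes with limma at the adjusted threshold, 4 to 44 at an unadjusted p of 0.05 and 0 with SAM, but 3 arrays against 3 give 10 splits, too few for a share under 0.05. These groupings also mix the strains within each group, which puts the strain difference into the spread. Few calls there follow by construction and give no chance level.

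Gene lists fixed before the data were examined group these changes. Of 37 lists with at least 5 measured members, 19 passed camera with a preset correlation of 0.01, 16 lower and 3 higher. With an estimated correlation camera passed 0 lists at the adjusted threshold and 0 at an unadjusted p of 0.05 (adjusted p from 0.449 to 0.713 for the 19), while fry, which does not compare a list with other genes, passed 30. For the general stress list, with an estimate of -0.012, camera's unadjusted p rose from 0.0306 to 0.0821. For isoprenoid genes, with an estimate of 0.0064, it rose from 0.0680 to 0.137. The lost calls can therefore not be put down to correlation between genes alone. Another split of the arrays, WT 1, WT 3 and dcdnL 1 against the rest, passed 21 lists with the preset correlation. Such a split holds the strains in unequal numbers on its sides and so keeps part of the strain difference. Its count is therefore no baseline free of genotype, and the number of lists cannot be judged against it. The study drew its functional categories partly from these arrays and its text guided the choice of lists, so the direction of the biosynthetic and energy lists is not independent evidence.

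**Figure D2:**
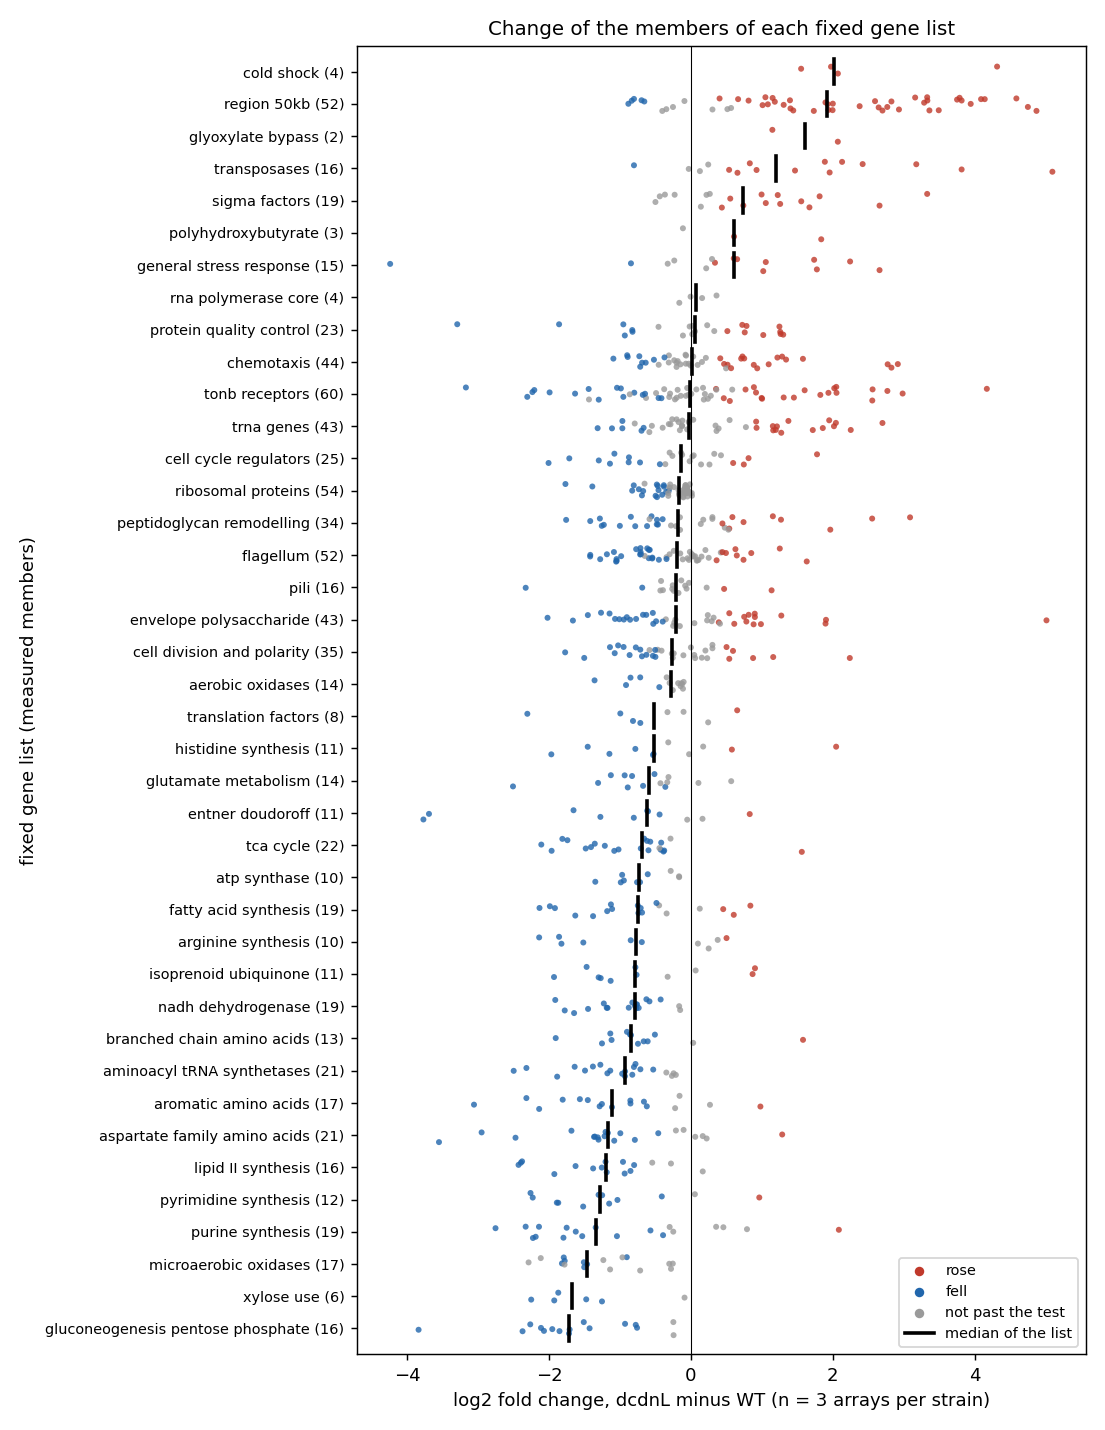
Log2 fold change (dcdnL minus WT, horizontal axis) of each measured member of 40 fixed lists (vertical axis, members in brackets), coloured by whether it rose, fell or did not pass limma's test; black bars are medians. Medians run from -1.71 for gluconeogenesis and the pentose phosphate pathway to 2.02 for cold shock genes, and control scaling moves every point by 0.63 to the right, which turns the medians of 14 of these lists.

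Central carbon metabolism was lower in dcdnL. In gluconeogenesis and the pentose phosphate pathway 14 of 16 genes fell and 0 rose (median -1.71, camera adjusted p = 9.8e-05, and adjusted p = 0.449 with an estimated correlation). Beside eno, the glyceraldehyde 3-phosphate dehydrogenase gene CCNA_03358 fell by 2.26 (SE 0.13) and the ribose-5-phosphate isomerase gene CCNA_02388 fell by 2.07 (SE 0.13). In the tricarboxylic acid cycle and pyruvate dehydrogenase list 19 of 22 fell and 1 rose (median -0.68, adjusted p = 0.00056, and adjusted p = 0.449 with an estimated correlation), including the citrate synthase gene CCNA_01983 (-1.74) and fumC (-1.81) for fumarase. The Entner-Doudoroff list, the route by which Caulobacter breaks down glucose, had 8 of 11 lower and 1 higher, with a median of -0.62 that control scaling turned (adjusted p = 0.048, and adjusted p = 0.449 with an estimated correlation). Its aldolase gene CCNA_01562 fell by 3.77 (SE 0.14) and its neighbour CCNA_01563, for 2-dehydro-3-deoxygluconokinase, fell by 3.69 (SE 0.13). Phosphoenolpyruvate carboxylase, CCNA_01560, is in that list after the study's text and fell by 0.60 (SE 0.15). Control scaling removed this fall (0.026, limma adjusted p = 0.896). Both genes of the glyoxylate bypass rose, isocitrate lyase CCNA_01841 by 2.07 (SE 0.20), which is 4.20-fold, and malate synthase CCNA_01843 by 1.15 (SE 0.16), which is 2.22-fold. Of 6 xylose genes 5 fell (median -1.67), among them xylX (-1.87) and the repressor gene xylR (-1.48), with camera at an adjusted p of 0.0735 that became 0.0436 without WT replicate 2 (0.00267 with fry to 0.497 with an estimated correlation over the alternatives fixed in advance). Adjusted over the list alone the counts were the same for these lists except the tricarboxylic acid cycle, where 21 fell. Control scaling brought the median of the tricarboxylic acid cycle list to -0.05. The Entner-Doudoroff call was lost in 6 alternatives that kept the preset correlation, among them without WT replicate 3 (adjusted p = 0.0623) and without dcdnL replicate 1 (0.0944), with 0.00034 (fry) to 0.449 (estimated correlation) over the alternatives fixed in advance.

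Respiratory genes were taken in 4 lists. Of 19 NADH dehydrogenase genes 17 fell and 0 rose (median -0.79, camera adjusted p = 0.00053, and adjusted p = 0.582 with an estimated correlation), with nuoG at -1.91 (SE 0.16) and nuoF at -1.78 (SE 0.15). Of 10 ATP synthase genes 7 fell and 0 rose (median -0.74, adjusted p = 0.0259, and adjusted p = 0.616 with an estimated correlation), led by the subunit B gene CCNA_00370 (-1.35, SE 0.12); this call was lost under control scaling. Among 14 genes of the aerobic oxidases and cytochrome bc1 complex 5 fell, 4 adjusted over the list alone, including the cytochrome c1 gene CCNA_00507 (-0.85, a call lost under control scaling), and the list's median of -0.28, which control scaling turned, did not pass (adjusted p = 0.131). Of 17 genes for microaerobic oxidases and their FixLJ regulators 7 fell and 0 rose, 4 adjusted over the list alone (median -1.46, adjusted p = 0.0436, and adjusted p = 0.713 with an estimated correlation). The oxygen sensor gene fixL (-1.78, SE 0.26) and the response regulator gene fixJ (-1.79, SE 0.26) were examples, and cydC, at 8.40 ± 1.00 in dcdnL (SD, n = 3), varied widely between arrays. Leaving out WT replicate 1 (adjusted p = 0.0580), WT replicate 3 (0.0611), dcdnL replicate 1 (0.109) or dcdnL replicate 3 (0.107), renewed quantile normalization (0.0546) or array weights (0.489) ended this call, and adjusted p ranged from 6.0e-06 to 0.713 (estimated correlation) over the alternatives fixed in advance. The size of the fall was unstable too, with medians of this list from -1.97 to -0.45 (array weights) over those alternatives. For NADH dehydrogenase and ATP synthase the counts adjusted over the list alone were the same. Control scaling brought the medians of these lists to -0.16 and -0.11.

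Nucleotide synthesis genes were mostly lower in both branches. Of 19 purine genes 13 fell and 1 rose (median -1.34, camera adjusted p = 0.0124, and adjusted p = 0.449 with an estimated correlation), among them CCNA_01775 (-2.75, SE 0.15) and purU (-2.33, SE 0.15). Of 12 pyrimidine genes 10 fell and 1 rose (median -1.28, adjusted p = 0.0079, and adjusted p = 0.449 with an estimated correlation), among them carB, for carbamoyl phosphate synthase (-2.26, SE 0.13), and the dihydroorotase gene CCNA_02526 (-2.23, SE 0.14). The counts adjusted over the list alone were the same for both lists. Leaving out the dimmest genes ended the purine call (adjusted p = 0.0600, with 0.00034 for fry to 0.449 for an estimated correlation over the alternatives fixed in advance).

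Amino acid synthesis was lower across several families. In the aspartate family 15 of 21 genes fell and 1 rose (median -1.17, camera adjusted p = 0.0027, and adjusted p = 0.449 with an estimated correlation), with the aspartate kinase gene CCNA_00886 at -3.55 (SE 0.13), metE, for a methionine synthase, at -2.95 (SE 0.23) and dapD at -2.47 (SE 0.15). In the aromatic family 13 of 17 fell and 1 rose (median -1.11, adjusted p = 0.0047, and adjusted p = 0.449 with an estimated correlation), with the prephenate dehydratase gene CCNA_03028 at -3.06 (SE 0.17) and trpA, for tryptophan synthase, at -2.32 (SE 0.13). In the branched-chain family 11 of 13 fell and 1 rose (median -0.84, adjusted p = 0.0436, and adjusted p = 0.613 with an estimated correlation). The 2-isopropylmalate synthase gene CCNA_01610, of leucine synthesis, was the member that rose (1.58, SE 0.14), while ilvH fell by 1.14 (SE 0.16) and xylD, which is listed there by its annotation but belongs to xylose use, fell by 1.25 (SE 0.17). In glutamate metabolism 9 of 14 fell and 0 rose, with a median of -0.59 that control scaling turned (adjusted p = 0.0406, and adjusted p = 0.449 with an estimated correlation). Examples are gltB, for glutamate synthase, which fell by 1.31 (SE 0.16), or 2.48-fold, and gdhZ, for glutamate dehydrogenase, which fell by 1.13 (SE 0.13). The member that fell most, CCNA_02164 (-2.51, SE 0.17), is annotated as leucine dehydrogenase. Arginine synthesis (6 of 10 lower, 1 higher, median -0.77, adjusted p = 0.196) and histidine synthesis (6 of 11 lower, 2 higher, median -0.53, turned by control scaling, adjusted p = 0.302) did not pass, although the acetylglutamate kinase gene CCNA_00285 fell by 2.14 and the histidinol-phosphate aminotransferase gene CCNA_02306 fell by 1.97. Adjusted over the list alone the counts were the same for all 6 lists. Control scaling brought the medians of the branched-chain and arginine lists to -0.21 and -0.14. The branched-chain call was lost without WT replicate 3 (adjusted p = 0.0611), without dcdnL replicate 3 (0.0633) and with array weights (0.0616), and the glutamate call without WT replicate 3 (0.0611), with array weights (0.0608) and under control scaling (0.0920). Over the alternatives fixed in advance adjusted p ran from 0.00616 (fry) to 0.613 (estimated correlation) for branched-chain and from 0.00044 (fry) to 0.449 (estimated correlation) for glutamate genes.

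In translation, most genes that charge tRNAs were lower. Of 21 aminoacyl-tRNA synthetase genes 17 fell, 18 adjusted over the list alone, and 0 rose (median -0.93, or -0.30 under control scaling, camera adjusted p = 0.00014, and adjusted p = 0.449 with an estimated correlation), including alaS (-2.50, SE 0.14) and gltX (-2.32, SE 0.17). Of 54 ribosomal protein genes 17 fell, 8 adjusted over the list alone, and 0 rose, with a median of -0.16 that became 0.47 under control scaling (adjusted p = 0.048, and adjusted p = 0.713 with an estimated correlation); rpmE, for protein L31, fell by 1.77 (SE 0.20). This call was lost with the replicate number as a block (adjusted p = 0.0532), with renewed quantile normalization (0.158), and without WT replicate 1 (adjusted p = 0.0832), WT replicate 3 (0.0611), dcdnL replicate 2 (0.0835) or dcdnL replicate 3 (0.0720), with 0.0076 to 0.713 (estimated correlation) over the alternatives fixed in advance. Among 8 translation factor genes 4 fell and 1 rose, the same adjusted over the list alone, and prfC, for release factor 3, fell by 2.31 (SE 0.16), with a list median of -0.52 that control scaling turned (adjusted p = 0.314). Of the 43 tRNA genes 15 rose and 6 fell, the same adjusted over the list alone; their median was -0.03 and their mean 0.38, opposite in sign, control scaling and renewed quantile normalization turned the median, and the list did not pass (adjusted p = 0.131) except without WT replicate 2 (0.0496, range 0.0496 to 0.811). None of the 4 RNA polymerase core genes passed limma's test, adjusted over the list alone or over all genes (0 of 4 in either case, 0 at an unadjusted p of 0.05 and 2 with SAM), with rpoB at 0.16 (SE 0.12) and the omega subunit gene CCNA_01621 at 0.36 (SE 0.16); CCNA_01621 passed without dcdnL replicate 2 (adjusted p = 0.0349) and with a trended and robust variance model (0.0377), with 0.0349 to 0.300 over the alternatives fixed in advance, and control scaling brought it and rpoB past the test and turned the beta' gene CCNA_00537 from -0.16 to 0.47.

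Among envelope genes, the lists for lipid II and fatty acid synthesis passed as lower. Of 16 genes for lipid II, the cell wall precursor, 13 fell and 0 rose (median -1.20, camera adjusted p = 0.00053, and adjusted p = 0.449 with an estimated correlation), among them murB (-2.38, SE 0.13), murC (-2.40, SE 0.16) and glmU (-1.63, SE 0.12). The glutamate racemase gene CCNA_03817, named murI by the study, fell by 0.93 (SE 0.14) and did not pass under control scaling. Fatty acid synthesis had 13 of 19 lower, 14 adjusted over the list alone, and 3 higher (median -0.74, adjusted p = 0.0197, and adjusted p = 0.449 with an estimated correlation), with fabI at -2.13 (SE 0.13). Peptidoglycan remodelling genes went both ways, 9 of 34 up and 14 down, with a median of -0.18 that control scaling turned, a mean of 0.01 and no pass (adjusted p = 0.849). The endopeptidase genes ldpC (3.09, SE 0.26), ldpB (2.56, SE 0.16) and ldpF (1.97, SE 0.15) rose, whereas CCNA_00136, for the AmpG permease, fell by 0.40 (SE 0.12) and CCNA_02650, for an anhydro-muramyl amidase, fell by 0.47 (SE 0.15). Control scaling turned both signs, and neither gene then passed the test (0.23 and 0.17, limma adjusted p = 0.189 and 0.473). Leaving out WT replicate 2 (adjusted p = 0.0525) or dcdnL replicate 2 (0.0617) ended the CCNA_00136 call (range 0.00215 to 0.0617), and leaving out WT replicate 3 (0.0861), dcdnL replicate 1 (0.0726) or dcdnL replicate 2 (0.0825) that of CCNA_02650 (range 0.00914 to 0.0861). Envelope polysaccharide genes also went both ways, 14 of 43 up and 17 down (median -0.21, turned by control scaling, mean 0.03, adjusted p = 0.868), with perB at -2.02 (SE 0.12), pssY at 1.90 (SE 0.17) and the O-antigen polymerase gene CCNA_00164 at -1.01 (SE 0.13), a call lost under control scaling. Isoprenoid and ubiquinone synthesis had 7 of 11 lower and 2 higher (median -0.78, adjusted p = 0.114), with ispDF at -1.93. Counts adjusted over the list alone were the same for lipid II, peptidoglycan remodelling, polysaccharide and isoprenoid genes. Control scaling brought the medians of the fatty acid and isoprenoid lists to -0.11 and -0.15.

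Lists of motility, cell cycle and uptake genes did not pass camera. Fry, which does not compare a list with other genes, passed chemotaxis (adjusted p = 0.0142) and TonB receptors (0.0101) as higher and cell division and polarity (0.0356) and cell cycle regulators (0.0231) as lower, but not flagellar (0.113) or pilus genes (0.124). Of 52 flagellar genes 9 rose and 22 fell, 8 and 20 adjusted over the list alone, with a median of -0.20 that control scaling turned (camera adjusted p = 0.361); flgB rose by 1.63 (SE 0.18) and flbD fell by 1.28 (SE 0.13). Of 44 chemotaxis genes 17 rose and 9 fell, 16 and 9 adjusted over the list alone, with a median of 0.01 that median centring turned (adjusted p = 0.196), and CCNA_03367, for CheYIII, rose by 2.92 (SE 0.28). Of 16 pilus genes 2 rose and 2 fell, the same adjusted over the list alone, with a median of -0.21 that control scaling turned (adjusted p = 0.610), and pilA, for the pilin, fell by 2.33 (SE 0.30). Among 35 genes of cell division and polarity 6 rose and 14 fell, 6 and 12 adjusted over the list alone, with a median of -0.27 that control scaling turned (adjusted p = 0.418); mraZ rose by 2.24 (SE 0.21) and podJ fell by 1.07 (SE 0.13), while ftsZ at 0.06 (SE 0.13) did not pass except under control scaling. Among 25 cell cycle regulators 4 rose and 9 fell, 4 and 8 adjusted over the list alone, with a median of -0.14 that control scaling turned (adjusted p = 0.567), and the paralogs mucR1 (1.78, SE 0.14) and mucR2 (-1.71, SE 0.16) moved in opposite directions. Of 60 TonB receptor genes, for outer membrane uptake, 21 rose and 16 fell, 20 and 16 adjusted over the list alone; their median of -0.01, turned by control scaling and by renewed quantile normalization, and their mean of 0.16 differed in sign (adjusted p = 0.322). Among them CCNA_00185 was at least 15.8-fold higher and CCNA_03615 fell by 3.17 (SE 0.16).

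Among stress and regulatory lists, sigma factors and transposases passed as higher. All 4 cold shock genes rose, with cspB at 4.32 (SE 0.16) from a WT level of 7.45 ± 0.25, close to the random control, cspD at 2.07 (SE 0.23) and cspC at 1.55 (SE 0.13). The sigma factor list was picked by annotation and may hold other genes, such as nrsF. Of its 19 genes 12 rose and 0 fell (median 0.74, camera adjusted p = 0.0056, and adjusted p = 0.449 with an estimated correlation), among them sigU (2.66, SE 0.19) and CCNA_00685, an RpoE-type factor (1.81, SE 0.15). The member that rose most, CCNA_02790 (3.33, SE 0.14), lies in the 50 kb block, and rpoD, for the housekeeping factor, was at 0.27 (SE 0.12), which did not pass, but passed with renewed quantile normalization (adjusted p = 0.0357), a trended and robust variance model (0.00732) and array weights (0.0463), with 0.00732 to 0.261 over the alternatives fixed in advance, and under control scaling. In the general stress and oxidative stress list 9 of 15 rose and 2 fell (median 0.60, adjusted p = 0.0566, and 0.0491 without dcdnL replicate 2, range 0.00079 with fry to 0.449 with an estimated correlation), with the anti-sigma factor gene nepR at 1.74 (SE 0.15) and the catalase gene CCNA_00591 as the largest fall. Among 23 genes of protein quality control 9 rose and 6 fell (median 0.06, turned by median centring, adjusted p = 0.332), with clpS at 1.25 (SE 0.14) and the chaperone gene hslO at 1.30 (SE 0.15); the largest fall of this list, ibpA (-3.29, SE 0.21), encodes the inositol-binding protein of a transporter and is no chaperone. Of 3 polyhydroxybutyrate genes 2 rose, the phasin gene CCNA_02242 by 1.84 (SE 0.15) and the dehydrogenase gene CCNA_03495 by 0.61 (SE 0.13), and CCNA_03213 was at -0.11 (SE 0.27). Of 16 transposase genes 12 rose and 1 fell (median 1.20, adjusted p = 0.00053, and adjusted p = 0.449 with an estimated correlation), and probes for such repeated genes may read several copies. Counts adjusted over the list alone were the same for these 6 lists.

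The study describes a 50 kb region that was lost from the dcdnL clone used for RNA sequencing. The study states that the region is intact in the strain used for arrays. Here its genes were mostly higher: of 52 measured genes from CCNA_02773 to CCNA_02826, 40 rose and 5 fell, the same adjusted over the list alone (median 1.91, camera adjusted p = 7.1e-10, and adjusted p = 0.449 with an estimated correlation). The study chose this region for its loss in another dataset, so its direction here was not set in advance. All of the first 20 genes, CCNA_02773 to CCNA_02792, rose (median 3.23), including CCNA_02787 (3.49, SE 0.13) and CCNA_02775 (at least 15.3-fold). The 5 genes that fell were CCNA_02804, CCNA_02807 and CCNA_02808, the efflux pump gene CCNA_02809 (-0.70) and the transposase gene CCNA_02826 (-0.80).

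**Figure D3:**
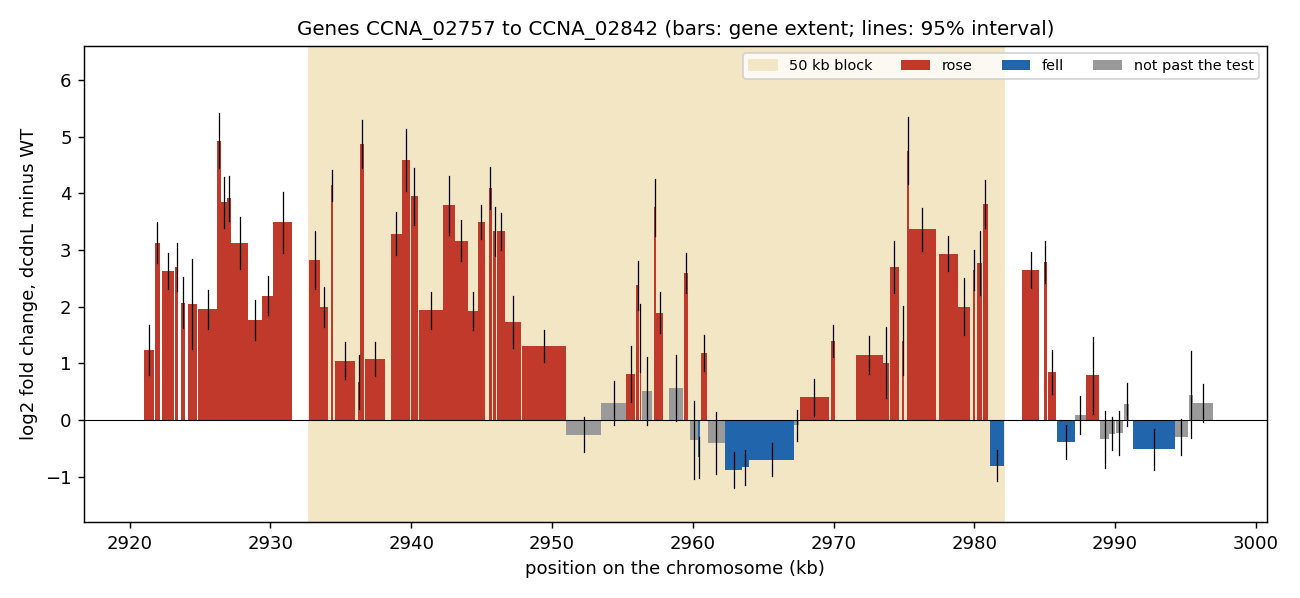
Log2 fold change (dcdnL minus WT, vertical axis) of the genes from CCNA_02757 to CCNA_02842 by position on the chromosome in kb (horizontal axis), with bar widths as gene lengths, black lines as 95% intervals and the block of 52 genes shaded; red rose, blue fell, grey did not pass. In the block 40 genes rose and 5 fell, and the 14 measured genes to its left all rose.

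The study also mapped CdnL on the chromosome, and its list of 406 genes next to CdnL peaks, of which 370 were measured here, was compared with all other genes. Of the 370, 121 rose and 111 fell, 121 and 110 adjusted over the list alone, including cspB, CCNA_01185 (3.69, SE 0.14) and the deleted cdnL itself. The share that changed was 62.7% against 67.5% of the 3562 other genes (odds ratio 0.810, Fisher's exact p = 0.0632). It passed without WT replicate 3 (odds ratio 0.769, Fisher's exact p = 0.0203), dcdnL replicate 1 (0.787, p = 0.0343), dcdnL replicate 3 (0.781, p = 0.0276) or the dimmest genes (0.729, p = 0.0118), the odds ratio turned to 1.02 with a trended and robust variance model (p = 0.907) and under control scaling (1.02, p = 0.908), and p ranged from 0.0118 to 0.908 over the alternatives. Fisher's test treats genes as independent, which genes measured on the same arrays are not, so these p-values are not exact error rates. The list's median of -0.04, which control scaling turned, and its mean of 0.19 differed in sign (camera adjusted p = 0.202). No relation between distance from the replication origin and fold change was detected across 3930 genes, which are not independent replicates (Spearman's rho -0.01, circular-shift permutation p = 0.896).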

Values the study reported

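The study states that about 30% of the transcriptome was differentially regulated in its RNA sequencing of a dcdnL clone. In that clone a stretch of 50 kbp with 51 genes had been lost. For changes against WT, sequencing and arrays correlated with a Pearson r of 0.6331, and the overlap of regulated genes had an odds ratio of 5.32. Of 3691 transcripts seen in both datasets, 247 were at least 2-fold higher in the mutant in both datasets and 278 at least 2-fold lower in both. Chromatin immunoprecipitation gave 264 CdnL peaks near 406 genes. The study reports CCNA_01841 as more than 4-fold and CCNA_01843 as more than 2-fold higher, and gltB as more than 4-fold lower.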

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

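The equal random-control scaling and the filter on genes above the random control were chosen after the data were seen; all other alternatives were fixed before. The fall of cdnL, at least 341-fold, kept its direction and stayed past the threshold under all 16 alternatives, with fitted differences of -8.77 to -8.04 that are no measure of its size because the dcdnL values lie under the random control, and the count of changed genes ran from 2099 to 3226. With the replicate number as a block it was 2569 (2506 shared with the 2636), where the block ended the calls of the ribosomal (adjusted p = 0.0532) and Entner-Doudoroff (0.0646) lists and no named gene. Same-numbered arrays had correlations of deviations of 0.12, -0.06 and -0.11, and not every sample correlated best with its own number. No pairing by number was seen, though so few arrays cannot exclude it. Leaving out 1 array gave 2401 to 2548 genes, 14 to 21 lists, odds ratios of 0.769 to 0.949 for genes near CdnL peaks and a median of 1.78 to 1.99 for the 50 kb block, whose reported median is 1.91. An equal random-control level gave 2002 genes higher and 588 lower, 1266 and 239 of them at least 2-fold, and a block median of 2.54. It turned the signs of the ribosomal list (0.47) and the genes CCNA_00537 (0.47), CCNA_01560 (0.026), CCNA_00136 (0.23) and CCNA_02650 (0.17). The construction of adding 0.63 to each change brings these shifts about. Of the results whose sign turned in this way, only CCNA_00537 passed as higher (limma adjusted p = 0.0180). The limma test against a 2-fold change passed 751 genes, being a stricter test by construction. Camera with an estimated correlation passed 0 of 37 lists and fry 30. Leaving out the dimmest genes, and so testing 2949, gave an odds ratio of 0.729 for genes near CdnL peaks (Fisher's exact p = 0.0118; 0.0118 to 0.908 over the alternatives, with odds ratios of up to 1.02) and a block median of 2.00; the block median was 1.82 with median centring, 1.81 with an offset of 50 and 1.85 with array weights. The genes near CdnL peaks, with a mean of 0.19, passed fry (adjusted p = 0.0176; 0.0176 to 0.687 over the alternatives) but not camera. Where no construction is named, the cause was not tested. Over the named genes 2157 of the recomputed values kept their side of the threshold, 15 fell short of it and 9 passed it. A further 4 changed sign and were past it in the main fit or in the alternative. Over the lists, by camera's direction, these counts were 603, 46, 16 and 1. Signs turned for 10 of 2185 gene values and 30 of 592 list medians, 5 and 14 of them under alternatives fixed in advance, in 6 genes and 17 lists. Signal over background limits the 48 called genes whose WT values and the 2 whose dcdnL values lie at or under the random control.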

Other observations

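The gene groups, the matched random lists, the slide counts, the count of block genes that fell, the evenness of the block's changes and the bounds for the splits and the origin slope were chosen after results had been seen. Of 10 genes for inositol use, grouped because some were among the largest falls, 10 fell in dcdnL (median -3.05), and a group test would only repeat what prompted the grouping. Of 22 toxin and antitoxin genes 19 rose and 1 fell (median 1.90), among them vapB (1.66, SE 0.23) and vapC (1.36, SE 0.18). Of 961 genes annotated as hypothetical proteins 402 rose and 277 fell (median 0.19). Of 20 classes of orthologous groups camera passed 7 as lower, with medians from -0.63 for amino acids to -0.32 for translation that control scaling turns in all 7, and 1 as higher, signal transduction (72 of 191 higher, 41 lower, median 0.16). The other 5 lower classes were nucleotides, energy production, carbohydrates, lipids and secondary metabolites. With an estimated correlation camera passed 0 classes at the adjusted threshold (smallest adjusted p = 0.318) and 2 at an unadjusted p of 0.05, and fry passed 14. The rise of the 50 kb block goes on to its left, where 14 of 14 measured neighbours rose (median 2.66), including 4 genes annotated for conjugal transfer, whereas 4 of the 14 to its right rose. VirB-type secretion genes (1 of 7 passed limma's test, lower) and phage genes (1 of 9 higher, 4 lower) did not share the rise. On these arrays gltB was 2.48-fold lower. The study gives a larger fall, citing a figure made by RNA sequencing of another clone and a table of both sequencing and array data. The deposited array values do not give a fall of that size, with log2 changes of -1.49 to -1.19 over the alternatives fixed in advance. These values argue against the arrays as the source of the study's number.

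The 260 genes pooled from the biosynthesis and energy lists were mostly lower in dcdnL (15 rose, 197 fell, median -0.90). Longer genes had lower fold changes across 3852 coding genes (rho -0.19), but 0% of 10000 random lists matched on coding length reached that median, the lowest being -0.46, which argues against gene length bias as the whole cause. Among lists matched on mean level 0% did (lowest -0.39), which argues against a normalization that depends on brightness. A slide difference could not be separated from genotype, since 0 slides hold both strains. A response of the cells to the loss of CdnL, possibly through slower growth, stays open and untested.

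The 50 kb block was higher (median 1.91). Background or residual genomic DNA that lifts dim genes may raise such a block, but 0% of 10000 random lists matched on the WT level were as high (highest 0.63). Extra copies of the whole block should raise all of its genes by about the same amount. With the deposited values 5 fell past the test, but under control scaling 0 did with limma (0 at an unadjusted p of 0.05, and 1 with SAM). The first 20 genes all rose, with a median of 3.23, while the lowest change in the block was -0.88. Control scaling shifts all genes alike and leaves this unevenness. It argues against extra copies of the whole block as the only cause of the rise. Extra copies together with another cause stay open. A slide difference again cannot be told apart, with 0 slides that hold both strains, and a change in the regulation of the region stays open as an untested hypothesis.

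Gene dosage along the chromosome could tilt the profile if replication differed between the strains. The rise in log2 fold change from origin to terminus was -0.039 (95% bootstrap interval -0.32 to 0.22), which argues against a tilt of 0.5 or more. Of the 10 distinct splits of the 6 arrays, 1 (the real one) called as many genes, 2636 against 0 at most in the others with limma (4 to 44 at an unadjusted p of 0.05, and 0 with SAM), and likewise 1 for genes at least 2-fold changed (1420 against 0) and 1 for members of the 50 kb block (45 against 0, or 1 at an unadjusted p of 0.05). For the fixed lists 2 splits passed as many, 19 in the real split and 21 in the highest other. The splits are too few for a share under 0.05. Every other split also mixes the strains within its groups, which puts the strain difference into the spread, so few gene calls follow by construction. It keeps part of the strain difference between its groups as well, so its list count is no baseline free of genotype.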
